# Expression profiling of ETO2-regulated miRNAs in erythroid cells: Possible influence on miRNA abundance^☆^

**DOI:** 10.1016/j.fob.2013.10.004

**Published:** 2013-10-11

**Authors:** Tohru Fujiwara, Yoko Okitsu, Yuna Katsuoka, Noriko Fukuhara, Yasushi Onishi, Kenichi Ishizawa, Hideo Harigae

**Keywords:** ETO2, Erythropoiesis, miRNA, ETO2 (CBFA2T3), core-binding factor, runt domain, alpha subunit 2, translocated to, 3, LMO2, LIM domain only 2, CBF1, core-binding factor 1, RPMI, Roswell Park Memorial Institute, IMDM, Iscove’s Modified Dulbecco’s Media, IL-3, interleukin 3, SCF, stem cell factor, siRNA, small interfering RNA, cDNA, complementary DNA

## Abstract

ETO2 is a component of a protein complex containing master regulators of hematopoiesis, including GATA-1 and SCL/TAL1, and also has RNA binding properties. Although ETO2 has been reported to repress GATA-1 target genes through histone deacetylation of the target gene loci in erythroid cells, little is known about the contribution of ETO2 to microRNA (miRNA) regulation. Here, we conducted miRNA profiling in ETO2-overexpressing and ETO2-silenced K562 cells. The analysis suggests that ETO2 positively regulates the abundance of mature miRNAs, including miR-21, miR-29b and let-7e. Our data suggest a novel mode of ETO2-mediated target gene repression via effects on miRNA expression.

## Highlights

• miRNA profiling was conducted in ETO2-overexpressing and ETO2-silenced K562 cells.
• ETO2 positively regulates the abundance of miRNA.
• ETO2 positively regulates the expression of miR-21, miR-29b and let-7e.

## 1 Introduction

The differentiation of hematopoietic stem cells (HSCs) into specific progenitor cells, and ultimately into diverse blood cell types, is controlled by various transcription factors, represented by the GATA factors [1]. In the context of erythropoiesis, GATA-1 regulates the expression of various erythroid-related genes by recognizing the DNA binding consensus sequence (A/T)GATA(A/G) through dual zinc finger motifs, which are characteristic of the GATA family [2]. GATA-1 forms a complex with another master regulator of hematopoiesis, the basic-helix-loop-helix transcription factor SCL/TAL1 [1,3,4]. SCL/TAL1 is a master regulator of hematopoiesis that binds E-boxes and non-DNA binding components of LMO2, LDB1, and ETO2 [1,3–9].

ETO2 (also known as MTG16 or *CBFA2T3*) confers transcriptional repression mediated by GATA-1–SCL/TAL1 complex through interaction with histone deacetylases (HDACs) [10]. To assess the impact of ETO2 on GATA-1 targets in erythroid cells, we previously conducted mRNA expression profiling analyses and demonstrated that ETO2 represses a relatively small subset of direct GATA-1 targets [11,12]. Beyond the association with GATA–SCL/TAL1 complex, although ETO2 has also been reported to interact with the intracellular domain of Notch1 and the Notch-regulated transcription factor CBF1 [13] as well as T-cell factor 4 (TCF4), which is involved in Wnt signaling [14], the regulatory mechanism mediated by ETO2 remains to be fully elucidated.

The regulation of erythroid differentiation by noncoding RNAs (ncRNAs) is becoming well understood [15]. ncRNAs are broadly classified into housekeeping RNAs (rRNAs, tRNAs, and snoRNAs), small and long ncRNAs (<200 and >200 bases, respectively), siRNAs, PIWI-interacting RNAs (piRNAs), and microRNAs (miRNAs) [15]. Among these ncRNAs, miRNAs are now universally recognized as an extensive and ubiquitous class of regulatory molecules [16]. Several studies demonstrated that numerous miRNAs are induced or repressed during erythroid differentiation [17–21]. GATA-1 directly regulates the expression of miR-144 and miR-451, both of which are intimately involved in the erythroid phenotype [18]. Furthermore, expression data-based correlation analysis revealed that Lmo2–GATA-1 is an important regulatory module for miRNA expression [22]. These findings suggest that GATA-1, or possibly GATA-1–SCL/TAL1 complex, plays an important role in miRNA regulation during erythroid differentiation. Intriguingly, it has also been demonstrated that ETO2 has RNA-binding properties [23], suggesting that ETO2 may regulate its targets by affecting an RNA component in erythroid cells.

The present study was performed to improve our knowledge regarding the role of ETO2 in miRNA regulation in erythroid cells using the K562 erythroleukemia cell line and cord blood CD34-positive cell-derived primary erythroblasts.

## 2 Materials and methods

### 2.1 Cell culture

Human K562 erythroleukemia cells were maintained in RPMI-1640 medium containing 10% fetal bovine serum (Biowest) and 1% penicillin–streptomycin (Sigma). To obtain primary erythroblasts, cord blood CD34-positive cells were suspended into erythroid IMDM medium containing IL-3 (50 ng/mL), SCF (50 ng/mL), and erythropoietin (EPO) (2 IU/mL) [12]. The use of cord blood samples for the study was approved by the ethics committee of Tohoku University. Ethical considerations according to the declaration of Helsinki were followed.

### 2.2 Gene transfer and vectors

ETO2 mRNA was cloned into pcDNA(−)/Myc-His vector (Invitrogen). ETO2 overexpression in K562 cells was conducted with Amaxa Nucleofector kit solution V (Amaxa Biosystems), as described previously [12]. For ETO2 overexpression in cord blood CD34-positive cell-derived primary erythroblasts, retroviral vector (pBABE-puro) was used as described previously [12]. Briefly, CD34-positive cells were incubated with the viral supernatant for infection, and the cells were differentiated for 4 days with erythroid medium containing 1 μg/mL puromycin (Sigma) for selection of transduced cells.

### 2.3 Silencing of gene expression by siRNA

For siRNA-mediated transient human ETO2 knockdown in K562 cells, siGENOME human *CBFA2T3* siRNA – SMART pool (Thermo Scientific Dharmacon) was used. The antisense sequences of the siRNA for human *CBFA2T3* were UGAAUGAGGUGAAGCGGCA, CAGCGGAGGUGAAGACGCA, CCAAAGAGAACGGGUCAGA, CAUUGACGAUCGAGGAGUU. As a negative control, siGENOME non-targeting siRNA pool #1 (Thermo Scientific Dharmacon) was used. siRNA was transfected into K562 cells using Amaxa Nucleofector kit solution V with the T-016 program (Amaxa Biosystems). siRNA was transfected twice at 0 and 24 h, and the cells were harvested at 48 h.

### 2.4 Real-time quantitative RT-PCR

Total RNA was used to synthesize cDNA with Superscript II (Invitrogen) as described previously [7,10,12]. Product amplification was monitored by measuring SYBR Green fluorescence and normalized relative to *GAPDH* mRNA. Primer sequences were as follows; *ETO2* Forward: 5′-ATTGACGATCGAGGAGTTTCAT-3′, Reverse: 5′-GCAGCAAGGGCAGGTTT-3′, *GAPDH* Forward: 5′-GAAGGTCGGAGTCAACGGATTT-3′, Reverse: 5′-GAATTTGCCATGGGTGGAAT-3′.

For quantification of miRNA expression, cDNA was synthesized from total RNA using a miRCURY LNA™ Universal cDNA synthesis kit (EXIQON), and subsequently analyzed with miRCURY LNA™ PCR primer set and SYBR Green master mix according to the manufacturer's instructions (EXIQON). The primers used in the study were; hsa-miR-21 (MIMAT0000076), hsa-miR-29b (MIMAT0000100), hsa-let-7e (MIMAT0000066), hsa-miR-19b-1* (MIMAT0004491), hsa-miR-20a (MIMAT0000075) and hsa-miR-15b (MIMAT0000417). Product accumulation was monitored by measuring SYBR Green fluorescence and normalized relative to the RNA spike-in (UniSp6 CP), and changes in expression were quantified by the ΔΔ threshold cycle (ΔΔCγ) method. Control reactions lacking cDNA synthase yielded little to no signal.

### 2.5 miRNA profiling analysis and miRNA target prediction analysis

Human miRNA Oligo chip V16.1.0.0 (Toray) was used according to the manufacturer's protocol. For global normalization, background value was subtracted, and subsequently adjusted to the average signal value of 25.

### 2.6 Western blotting analysis

Western blotting analysis was conducted as described previously [7,12].

### 2.7 Antibodies

Antibodies to ETO2 (C-20) and α-Tubulin (CP06) were obtained from Santa Cruz Biotechnology and Calbiochem, respectively.

### 2.8 Statistics

Statistical significance was assessed by two-sided Student's *t* test. In all analyses, *P*  < 0.05 was taken to indicate statistical significance.

## 3 Results and discussion

We conducted miRNA profiling using identical RNA samples from ETO2-overexpressing K562 cells as described previously [12]. 

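The profiling compared 2 arrays of K562, a human erythroleukemia cell line with erythroid features. One array held RNA of cells that received 10 µg of the empty pcDNA vector at 0 h and again at 24 h by nucleofection, and the other held RNA of cells that received the same amount of pcDNA-ETO2 at the same times. Each condition had 1 array, so no test between the conditions was possible and every ratio lacks a replicate check. The RNA was labelled with Hy5, and each array was read in 1 colour. An array carried 2424 miRNA spots, 2 for each miRNA, and 532 blank spots without probe. Spot signals ran from 38 to 16197 on the pcDNA array and from 44 to 30873 on the pcDNA-ETO2 array, and the blank spots averaged 53.7 (SD 4.49) and 59.2 (SD 4.98). The authors subtracted a background value and adjusted each array to an average signal of 25. In their deposited value table the median of each array was 25, while the means were 446.9 and 421.8, so the average was taken here as the median. The value table listed 65.3% of the miRNAs on the pcDNA array and 73.8% on the pcDNA-ETO2 array, and left the others without a value. For the values given beside the text, the mean of the 2 spots was reduced by the mean of the blank spots and scaled to a median of 25 over the miRNAs listed on that array. The factors were 1.48 for pcDNA and 1.01 for pcDNA-ETO2. A ratio was formed for the 713 miRNAs that were listed, and had a positive signal, on both arrays. Because each array has 2 spots per miRNA, 4 ratios can be formed for a miRNA, and their range is given as the technical error within the arrays. The number of arrays limits the precision. Condition and array cannot be told apart.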

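The strongest increase among miRNAs with signals >100 on both arrays was that of miR-21. It was 5.38-fold higher with ETO2, and its 4 spot ratios ran from 5.07 to 5.70. In the miR-29 family, which targets collagen and DNA methyltransferase mRNAs, 2 of 3 members were upregulated. miR-29b was 3.56-fold higher (spot ratios 3.29 to 3.87) and miR-29a 3.40-fold higher (3.34 to 3.46), whereas the ratio of miR-29c was 0.979 (0.827 to 1.15). The genes MIR29A and MIR29B1 are neighbours on chromosome 7 in GRCh38.p14, and MIR29C lies beside MIR29B2 on chromosome 1. The largest decreases among miRNAs with signals >100 were those of miR-19b-1*, 2.42-fold lower (2.23 to 2.63), miR-7, 2.34-fold lower (2.13 to 2.55), and miR-20a*, 2.10-fold lower (1.89 to 2.35). miR-19b-1* and miR-20a* are the minor strands of hairpins in the miR-17-92 cluster, a proliferation-associated cluster on chromosome 13. Of its 6 star strands, 4 were downregulated >1.5-fold, among them the dim miR-92a-1* (2.22-fold lower, 1.06 to 4.69) and miR-19a*, which was near background with ETO2, and none was upregulated, with a median log2 ratio of -1.11, below that of all 10000 random lists of the same size and signal level. Without scaling 3 were downregulated and the median was -0.56, and with normexp 1 was and the median was -0.30. None of the 6 main strands passed 1.5-fold. Their median log2 ratio was -0.50, at percentile 0.35 of such lists. It was 0.06 without scaling, and -0.79 with both arrays scaled to the same median over the miRNAs listed on both, where all 6 passed 1.5-fold on the lower side. Both lists of this cluster were written after the values in Suppl. Table 1, which include miR-19b-1* and miR-20a*, had been seen. Neither rank is therefore blind to these arrays.
Over all 713 compared miRNAs, 231 were upregulated and 79 downregulated >1.5-fold, and 403 lay between. The median log2 ratio of all of them was 0.31. Of the changed miRNAs, 182 of the upregulated and 74 of the downregulated had a signal of 100 or less on at least 1 array. In that range the 2 spots of a miRNA themselves differed >1.5-fold for 45.3% of miRNAs on the pcDNA array and 45.3% on the pcDNA-ETO2 array. Above 100, this held for 0 of 162 and 2 of 196 miRNAs. All 4 spot ratios passed 1.5-fold for 85 of the upregulated and 16 of the downregulated miRNAs. With the same median over the miRNAs listed on both arrays, the split was 109 upregulated and 142 downregulated. It was 74 and 197 with the same 75th percentile, 109 and 128 after quantile normalization, 123 and 121 after loess, 446 and 36 after scaling to the spike controls, and 475 and 32 without scaling.

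**Figure D1:**
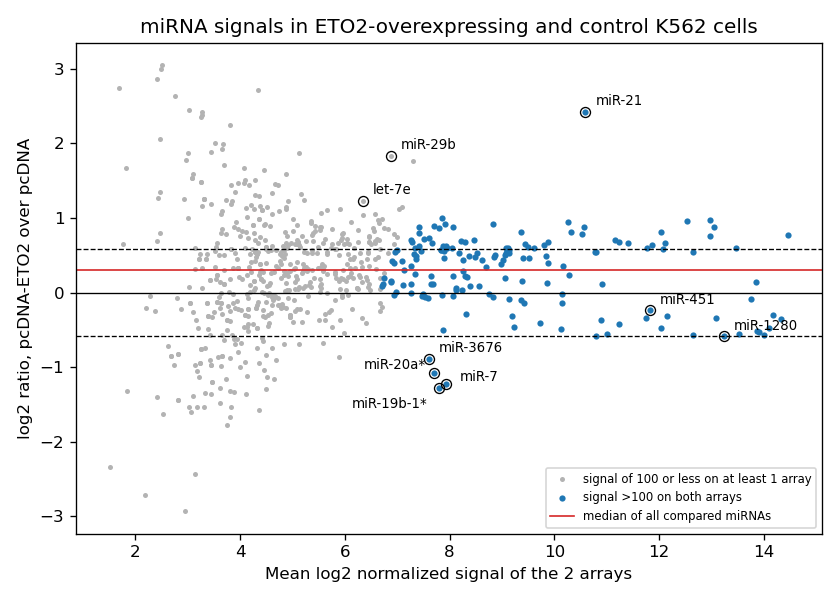
log2 ratio of pcDNA-ETO2 over pcDNA (vertical axis) against the mean log2 normalized signal of the 2 arrays (horizontal axis). Each point is 1 of the 713 compared miRNAs, blue where the signal was >100 on both arrays, with dashed lines at 1.5-fold and a red line at the median of 0.31. miR-21 stands at 2.43 and miR-19b-1* at -1.28, and grey points at low signal spread most widely.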

The analysis revealed that ETO2 overexpression upregulated and repressed 182 and 51 miRNAs (>1.5-fold), respectively (Suppl. Table 1). Unexpectedly, we did not observe significant expression changes in miRNAs implicated in erythroid differentiation, such as miR-150 (which affects Myb) [24], miR-223 (LMO2) [25], miR-191 (Riok3 and Mxi1) [26], as well as GATA-1-regulated miR-144 and 451 [18] (Suppl. Table 1). 

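None of these 5 miRNAs passed 1.5-fold. miR-451, which is processed by Ago2 and accumulates in maturing erythroid cells, had a signal of 3927 with pcDNA and 3335 with pcDNA-ETO2, a ratio of 0.849 (spot ratios 0.805 to 0.897). Its neighbour miR-144 had a ratio of 0.842 (0.612 to 1.15) at signals of 111.9 and 94.2. miR-223 had a ratio of 0.729 (0.678 to 0.783), from 702.1 to 511.7. miR-191 had a ratio of 1.17 (1.12 to 1.23). miR-150, at signals of 11.6 and 9.35, was not above background on either array. The 5 had a median log2 ratio of -0.25, at percentile 5.53 of random lists of the same size and signal level. With the arrays scaled to the same median over the miRNAs listed on both, miR-223 (log2 ratio -0.75) and miR-150 lay beyond 1.5-fold on the lower side, and with the same 75th percentile miR-144 (-0.73) and miR-451 (-0.72) did too. After quantile normalization and after loess, miR-223 and miR-144 did. Without scaling, miR-191 lay beyond it on the higher side (0.79) and the other 4 were between 0.10 and 0.32. A list of 14 other miRNAs linked to erythroid cells was written after the values in Suppl. Tables 1 and 2 had been seen. It was therefore not blind to these arrays. Of the 14, 12 could be compared and none passed 1.5-fold. Among them, miR-486-3p had a ratio of 1.40 (1.26 to 1.55), miR-24 of 1.39 (1.33 to 1.45), miR-107 of 1.32 (1.21 to 1.43) and miR-103 of 1.28 (1.25 to 1.31). Their median log2 ratio was 0.07, at percentile 3.24. It was -0.22 with the same median over the shared miRNAs, where 1 was downregulated, and 0.63 without scaling and 0.56 with the spike controls, where 8 and 6 were upregulated.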

Quantitative RT-PCR-based validation analysis demonstrated significant upregulation of miR-21, miR-29b and let-7e, and downregulation of miR-19b-1*, whereas miR-20 and miR-15b were unaffected by ETO2 overexpression (Fig. 1A). 

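With the expression cutoff >100 applied to both arrays, 159 miRNAs remained, of which 49 were upregulated and 5 downregulated >1.5-fold. The downregulated ones were 9.26% of the 54 (95% Clopper-Pearson interval 3.08 to 20.3%, which covers counting over miRNAs only). Besides miR-19b-1*, miR-7 and miR-20a*, they were miR-3676, 1.85-fold lower (spot ratios 1.71 to 2.01), and miR-1280, 1.50-fold lower (1.40 to 1.61), both entries that match tRNA sequence. The next in order were miR-1260, miR-17, miR-19a, miR-93 and miR-20b, which were 1.47-fold to 1.49-fold lower. After miR-21, the largest ratios were those of miR-658 (2.00, spot ratios 1.76 to 2.29), miR-1973 (1.97, 1.91 to 2.02), miR-3178 (1.95, 1.60 to 2.41) and miR-1268 (1.93, 1.82 to 2.04). Of these, miR-1973 is among the entries that match fragments of tRNA, rRNA, snRNA, Y RNA or mitochondrial RNA. miR-26a, a repressor of EZH2, followed at 1.89 (1.83 to 1.96), then miR-760 at 1.89, miR-491-5p at 1.85, miR-3184 at 1.84 and miR-146b-5p, a repressor of NF-kB signalling, at 1.84 (1.68 to 2.01). The median ratio of the 49 upregulated miRNAs was 1.62, and 23 of them, against 4 of the 5 downregulated, passed 1.5-fold in all 4 spot ratios. At a threshold of 2-fold, 1 miRNA was upregulated and 3 were downregulated. With the same median over the miRNAs listed on both arrays, 10 were upregulated and 26 downregulated (72.2%). The downregulated share was 96.9% with the same 75th percentile, 62.9% after quantile normalization, 60.0% after loess, 2.70% with the spike controls and 1.72% without scaling.

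**Figure D2:**
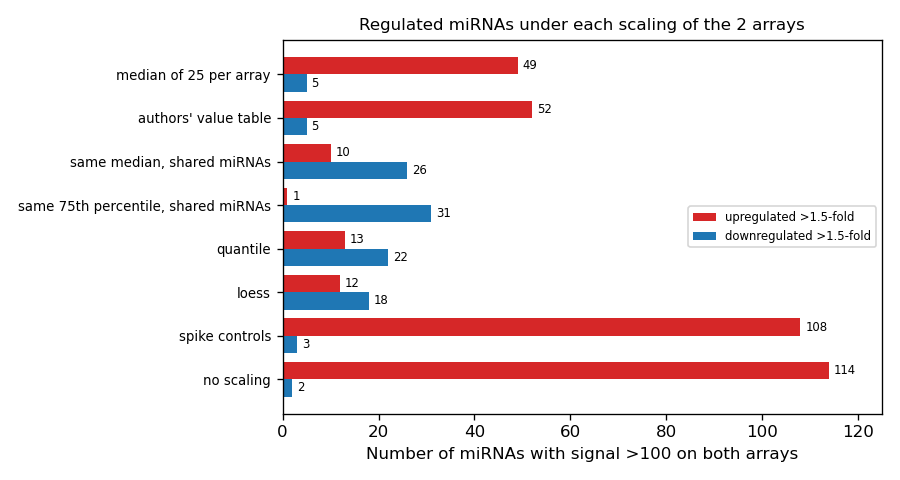
Number of miRNAs with signals >100 on both arrays (horizontal axis) that were upregulated (red) or downregulated (blue) >1.5-fold under each scaling of the 2 arrays (vertical axis). The median of 25 per array gave 49 and 5 and the authors' value table 52 and 5, and the 4 scalings over shared miRNAs gave more downregulated than upregulated miRNAs.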

Interestingly, if we set the cutoff value >100 based on miRNA expression level, ETO2 overexpression downregulated the expression of only 7.0% of mature miRNAs (Fig. 1B).

We next conducted siRNA-mediated ETO2 knockdown in K562 cells (Fig. 2A), and confirmed significant downregulation of miR-21, miR-29b, and let-7e by ETO2 knockdown (Fig. 2B), suggesting that ETO2 positively regulates the expression of these miRNAs. In addition, miRNA profiling analysis identified miR-223 among the downregulated miRNA ensemble (1.7-fold, Suppl. Table 2), which was reported to inhibit LMO2 expression by directly binding to LMO2 3′-untranslated region (3′-UTR) [25]. As ETO2 level decreases with erythroid differentiation [12], the decrease may contribute to the reduction of miR-223 level, leading to increased LMO2 expression to promote erythroid differentiation [25]. The results of miRNA profiling analysis indicated that ETO2 knockdown upregulated and repressed 2 and 105 miRNAs (>1.4-fold), respectively (Suppl. Table 2). Furthermore, if we set the cutoff value >100 based on miRNA expression level, ETO2 knockdown exclusively downregulated miRNAs (Fig. 2C), which supports the results of ETO2 overexpression (Fig. 1). Taken together, our results suggest that ETO2 positively regulates the abundance of mature miRNAs.

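On the overexpression arrays, 115 of the 159 miRNAs with signals >100 had a higher signal with ETO2 and 44 a lower one, at any size of difference, and their median ratio was 1.35. Of the 5 brightest miRNAs, miR-1246 rose 1.71-fold (spot ratios 1.57 to 1.85), from 17262 to 29459, while miR-20a had a ratio of 0.722 (0.677 to 0.771), miR-17 of 0.675 (0.598 to 0.760), miR-1260b of 0.779 (0.754 to 0.805) and miR-1274b of 0.811 (0.767 to 0.858). Relative to the spike controls, the log2 ratios of these 4 were 0.02, -0.08, 0.13 and 0.18, beside 1.26 for miR-1246. miR-17 and miR-20a are main products of the miR-17-92 cluster, and miR-1260b and miR-1274b match tRNA sequence. The raised miR-1246 is likewise among the entries that match fragments of tRNA, rRNA, snRNA, Y RNA or mitochondrial RNA. In K562 cells miR-23a (1.51), miR-27a (1.52) and miR-30d (1.52), which are expressed in many tissues, also passed 1.5-fold, and miR-16 (1.08) did not. With the same median over the shared miRNAs none of them passed, and in the value table miR-23a alone of the 3 did. The median log2 ratio of the miRNAs with signals >100 was 0.43. It was 0.90 relative to the spike controls. Scaling both arrays to a common median or percentile over the shared miRNAs sets the overall ratio close to 1 and cannot show a change in level over all miRNAs. The median of 25 per array likewise fixes the level over the miRNAs listed on each array. The median ratio of 1.35 therefore cannot show such a change either. The knockdown arrays were not analysed here. The paper draws on the small share of downregulated miRNAs on these arrays and on the knockdown, where all changed miRNAs with signals >100 were lower. With RT-PCR of miR-21, miR-29b and let-7e in both experiments, it proposes that ETO2 raises the level of mature miRNAs.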

As ETO2 is known as a transcriptional corepressor [7–12], it is difficult to consider that the ETO2-associated miRNA abundance was attributable to the consequences of ETO2-mediated direct transcriptional activation of target pre-miRNA transcripts. On the other hand, a previous study indicated that overexpression of HDAC1 downregulated only 9.0% of regulated miRNAs [27], which was similar to our observations with ETO2 overexpression (Fig. 1). This previous study also indicated that HDAC1 enhances miRNA processing via deacetylation of Drosha/DGCR8 [27]. Thus, based on the observations that ETO2 directly associates with HDAC1 [10] and exerts RNA binding properties [23], we speculate that ETO2 may promote processing of a subset of miRNAs, leading to transcriptional/translational repression. However, we cannot exclude the possibility that ETO2 directly represses other factors, which might lead to the increased pre-miRNA transcripts, which warrants further analyses. Taken together, our data suggest a novel mode of ETO2-mediated target gene repression by affecting miRNA.

We demonstrated that ETO2 positively regulates the expression of miR-21, miR-29b, and let-7e based on the K562 erythroid cell line (Figs. 1 and 2). However, the phenotypic and karyotypic differences between K562 cells and normal erythroblasts limit the importance of our findings. Therefore, we also confirmed these findings based on human cord blood CD34-positive cell-derived primary erythroblasts. We used the identical RNA sample sets as used in our previous study, which demonstrated that ETO2 overexpression in primary erythroblasts significantly decreases representative erythroid-related genes, such as *HBB*, *HBA*, and *ALAS2* [12]. As shown in Fig. 3A, ETO2 overexpression resulted in significant upregulation of miR-21, miR-29b, and let-7e, and downregulation of miR-19b-1*, whereas miR-20 and miR-15b were constant, which supports the possibility that it may be a universal or physiological phenomenon that ETO2 regulates these miRNAs in erythroid cells. Furthermore, we next examined the expression of these miRNA during erythroid differentiation from CD34-positive cells, based on the identical RNA sample [12]. As shown in Fig. 3B, we observed the modest upregulation of miR-21 and miR-15b, while the obvious downregulation of miR19b-1*, during erythroid differentiation. As ETO2 protein level peaked at day 4 and almost diminished at the later stage of differentiation [12], the decrease of miR-19b-1* at day 4 was consistent with our observations (Fig. 3B). However, the reason why the expressions of miR-21, miR-29b and let-7e at day 4 were constant remains unknown (Fig. 3B). We speculate that ETO2-independent regulatory mechanism might affect the expression of these miRNAs during erythroid differentiation. Nevertheless, ETO2-mediated upregulation of miR-21, miR-29b, and let-7e may have some important roles during erythroid differentiation.

miR-21 and miR-29b have been reported to be involved in the development of lymphoma/leukemia as well as cancer drug resistance [28–30], whereas their roles in erythropoiesis have remained elusive. Recent evidence suggested that increased levels of miR-21 are seen in patients with myelodysplastic syndrome (MDS), and treatment with miR-21 inhibitor promotes erythropoiesis based on the mouse model of bone marrow failure syndrome as well as *in vitro* analysis with primary MDS bone marrow progenitors [31]. The finding suggests that ETO2 inhibits erythroid differentiation partly by increasing miR-21 level. In the context of the role of ETO2 in hematological malignancies, ETO2 may be involved in the pathogenesis of MDS. In addition, AML1–ETO2 fusion protein resulting from t(16;21)(q24;q22) translocation has been associated with myeloid malignancies [32]. As the fusion protein consists of the N-terminus region of AML1 and almost the entire coding region of ETO2 [32], the chimeric protein may affect miR-21 and miR-29b levels. On the other hand, the upregulation of miRNA cluster 99b/let-7e/125a suggests a possible role of ETO2 in hematopoietic stem cell function and erythroid differentiation [33,34].

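The genes MIR99B, MIRLET7E and MIR125A are consecutive miRNA genes on chromosome 19 in GRCh38.p14. On the overexpression arrays let-7e, miR-125a-5p and miR-99b, 1 strand of each hairpin, were upregulated. let-7e was 2.34-fold higher with ETO2 (spot ratios 1.82 to 3.14), at signals of 53.2 and 124.5. miR-125a-5p was 2.22-fold higher (2.01 to 2.44), from 91.8 to 203.7, and miR-99b 1.97-fold higher (1.36 to 2.91), from 71.0 to 139.6. Among the opposite strands, let-7e* was not above background with pcDNA. miR-125a-3p, which was brighter than miR-125a-5p on both arrays, had a ratio of 0.757 (0.684 to 0.836) at signals of 967.8 and 732.3. The ratio of miR-99b* was 0.794 (0.748 to 0.845) at 34.7 and 27.5, and 1.09 in the authors' value table. Both were higher without scaling, and both were downregulated >1.5-fold under the 4 scalings over shared miRNAs. Over the 5 strands that could be compared the median log2 ratio was 0.97, at percentile 99.4 of random lists of the same size and signal level, for a cluster that the study singled out on these arrays. The ratio of miR-99b was 1.41 with the same 75th percentile over the shared miRNAs, 1.47 after quantile normalization and 1.48 after loess. let-7e and miR-125a-5p stayed past 1.5-fold under all 11 alternatives that were run for them. In the let-7 family, whose members share the seed of let-7e, let-7e was the 1 of 8 compared members that passed 1.5-fold, while let-7b was listed with ETO2 alone. let-7f had a ratio of 1.15 (0.928 to 1.43) and let-7d of 1.11 (0.889 to 1.36), and miR-98 was not above background. Over the family the median was 0.02, at percentile 3.81, and it was -0.27 with the same median over the shared miRNAs, 0.51 with the spike controls and 0.58 without scaling, where 4 members passed 1.5-fold.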

In summary, our data suggest that ETO2 regulates the abundance of mature miRNAs in erythroid cells. In addition to conferring histone deacetylation of the target gene loci, ETO2 may contribute to the repression of target genes by affecting miRNA levels. We consider that these regulatory mechanisms may target networks of genes and signaling pathways to accomplish the erythroid differentiation program.

## Disclosures

The authors have no conflicts of interest to disclose.

## Figures and Tables

**Fig. 1:**
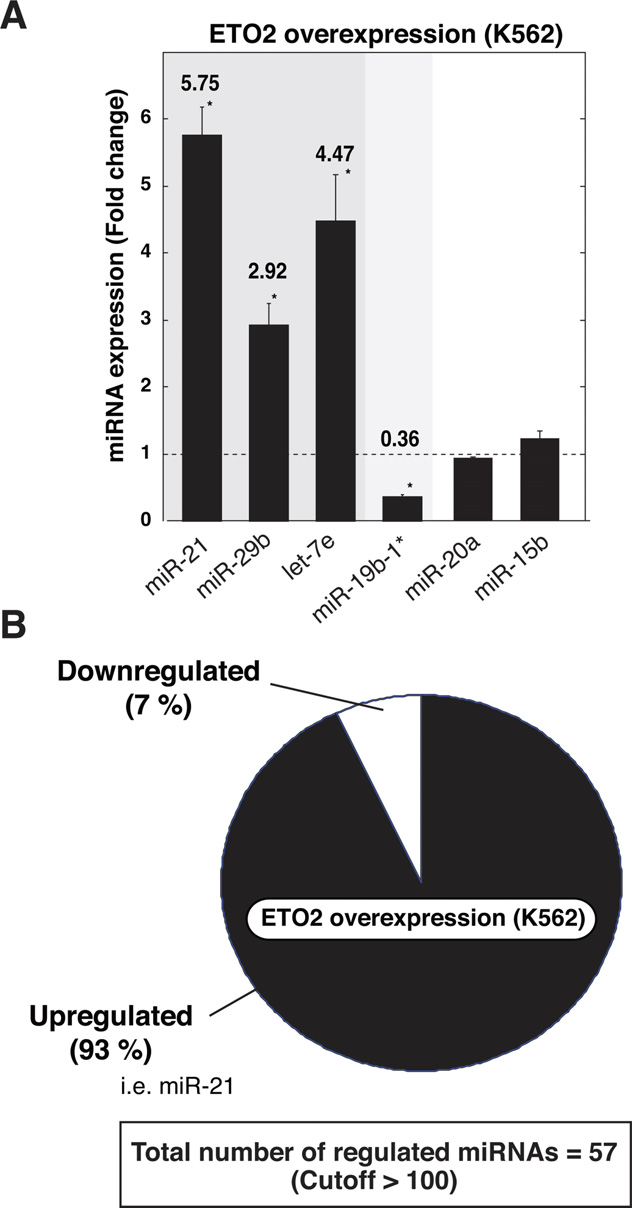
miRNA profiling in ETO2-overexpressing K562 cells. (A) Quantitative RT-PCR validation of array results for ETO2-regulated miRNAs (Suppl. Table 1). The data are expressed as means ± SE (*n* = 6). *P < 0.05. (B) Pie chart analysis denoting the percentage of upregulated or downregulated miRNAs after ETO2 overexpression. We defined >1.5-fold changes and an expression cutoff >100. Upregulated miRNA included miR-21.

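miR-21 had a signal of 666.4 on the pcDNA array, with an SD of 9.45 between its 2 spots, and of 3586 on the pcDNA-ETO2 array, with an SD of 245.6. Its log2 ratio of 2.43 was 2.12 above the median of all compared miRNAs, and it ran from 1.95 to 2.98 over the 11 alternatives. The opposite strand of the same hairpin, miR-21*, was listed on the pcDNA-ETO2 array alone, where its signal was 38.1. On the pcDNA array its own signal was 10.9, under the background limit of 13.3 there. Against that limit miR-21* was 2.86-fold higher with ETO2, a value that leaves out the noise of dim signals. miR-21* was named after its values were seen.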

**Fig. 2:**
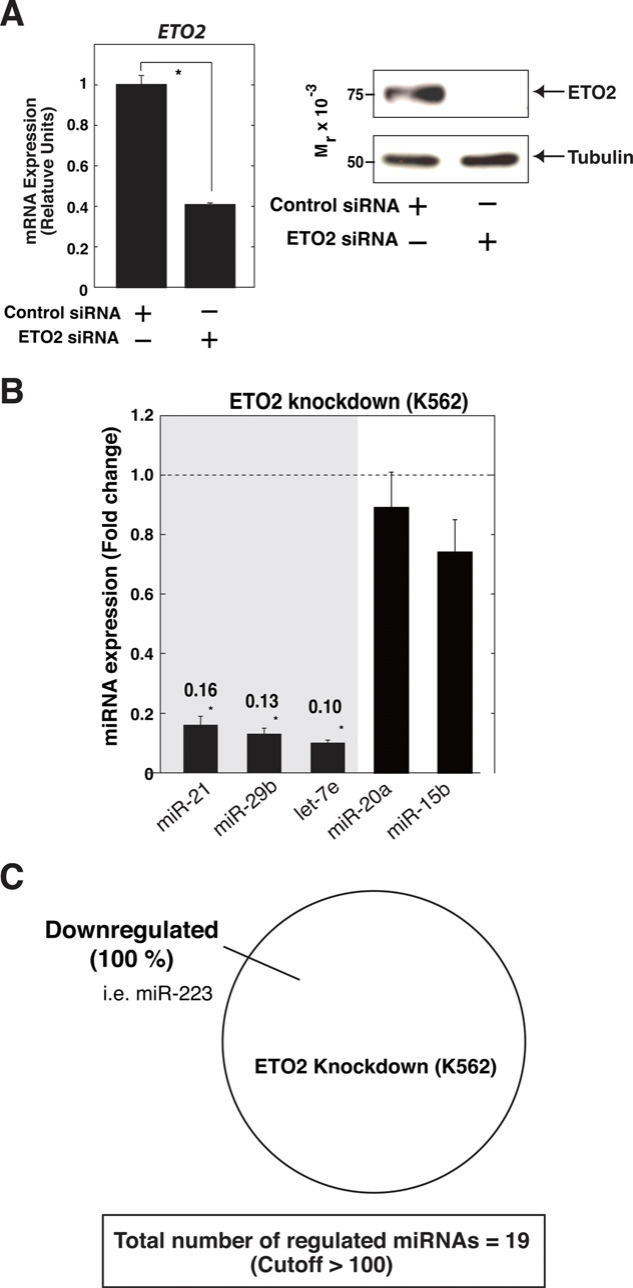
miRNA profiling in ETO2-silenced K562 cells. (A) Quantitative RT-PCR (left) and Western blotting of whole-cell extracts (right) in ETO2 knockdown K562 cells. Anti-ETO2 antibody was used for the analysis. The expression of *ETO2* relative to that of *GAPDH* was calculated (*n* = 3, mean ± SE). α-Tubulin was used as a loading control. *P < 0.05. (B) Quantitative RT-PCR analysis for ETO2-regulated miRNAs (Fig. 1A). The data are expressed as means ± SE (*n* = 6). *P < 0.05. (C) Pie chart analysis indicating the percentage of upregulated or downregulated miRNAs after ETO2 knockdown. We defined >1.4-fold changes and an expression cutoff >100. Downregulated miRNA included miR-223.

**Fig. 3:**
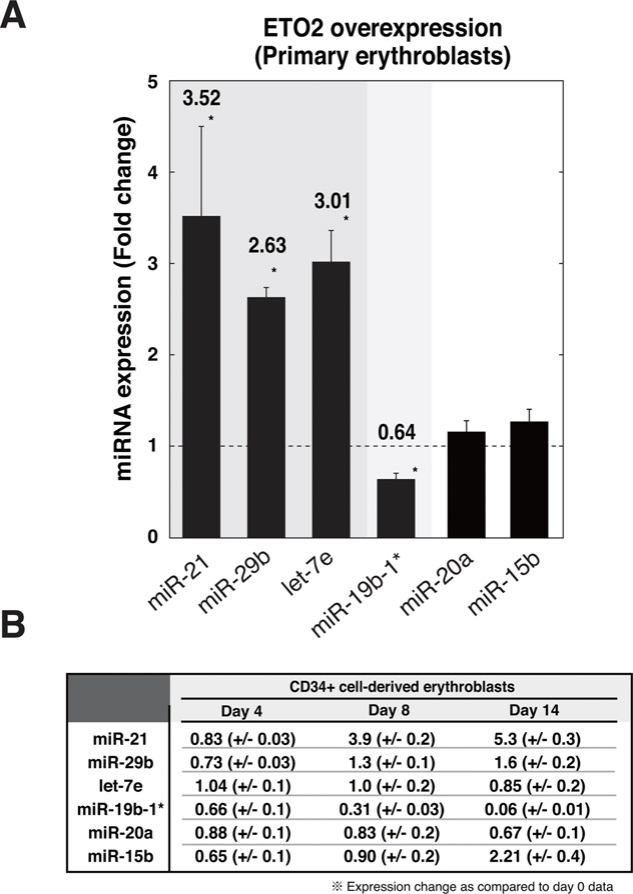
Quantitative RT-PCR analysis for ETO2-regulated miRNAs in primary erythroblasts. (A) Quantitative RT-PCR validation of array results for ETO2-regulated miRNAs (Figs. 1A and 2B), using the identical RNA sample sets of primary erythroblasts overexpressed with ETO2 [12]. The data are expressed as means ± SE (*n* = 6). *P < 0.05. (B) The table summarizes changes in expression of genes on days 4, 8 and 14 in CD34+ cell-derived primary erythroblasts (mean ± SE, *n* = 3), using the identical RNA sample sets of primary erythroblasts [12]. The changes in miRNA expression were quantified by the ΔΔ threshold cycle (ΔΔCγ) method, and presented as fold changes as compared to day 0.

## Appendix Supplementary materials

Supplementary Table 1. miRNA profiling of ETO2-overexpressing K562 cells.

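Supplementary Table 1 gives, for each miRNA past the threshold, the normalized signal on the pcDNA and the pcDNA-ETO2 array, their ratio (pcDNA-ETO2 over pcDNA), its log2 and a circle where the signal passed the cutoff. Its 233 rows held the values of the deposited value table, within 0.05. The Upregulated sheet has 182 rows for 181 different miRNAs, since miR-3622a-5p appears on more than 1 row, and the ratio is above 1.5 in 176 of the rows. Of the 181 miRNAs, 154 were also upregulated >1.5-fold in the values computed here from the scanner files, and 179 were higher. Of the 51 downregulated miRNAs, 29 passed 1.5-fold here and 43 were lower. Most of those listed are dim, and at signals >100, where 53 upregulated and 4 downregulated miRNAs of the table lie, 48 and 4 passed here.
The arrays also measured the 6 miRNAs chosen for RT-PCR. Of these, miR-21, miR-29b and let-7e were upregulated and miR-19b-1* was downregulated, as given above, and the other 2 stayed within 1.5-fold. miR-15b had a signal of 776.3 with pcDNA and 1089 with pcDNA-ETO2, a ratio of 1.40 (spot ratios 1.27 to 1.55). Its log2 ratio was 0.19 with the same median over the shared miRNAs and 1.04, past 1.5-fold, without scaling. With the spike controls, 4 of the 6 were upregulated and 1 downregulated. The RT-PCR of the paper was normalized to an RNA spike-in. miR-20a was at 20744 and 14983, a log2 ratio of -0.47, which was past 1.5-fold at -0.76 with the same median and -0.95 with the same 75th percentile over the shared miRNAs. The paper reports a ratio of 5.27 for miR-21, 3.13 for miR-29b, 2.13 for let-7e and 0.409 for miR-19b-1* in this table. For the 6, the median log2 ratio was 0.86, at percentile 99.8 of random lists, for a list that the study chose on these arrays.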

Supplementary Table 2. miRNA profiling of ETO2-silenced K562 cells.

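Supplementary Table 2 has the same layout for the K562 cells that received control siRNA or ETO2 siRNA. The ratio is the signal with ETO2 siRNA over that with control siRNA, so a miRNA lowered by the knockdown has a ratio below 1. In the Downregulated sheet the signal columns carry the headings pcDNA and pcDNA-ETO2 of the other table. Of the 105 miRNAs in that sheet, 85 have a probe on the overexpression arrays and 20 do not. The circle marks the signal cutoff as in Supplementary Table 1. The knockdown arrays themselves were not analysed here.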

How the deposited data were processed for this re-analysis (not part of the article)

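The data are 2 single-colour arrays of total RNA from K562 cells, 1 of cells transfected with pcDNA and 1 of cells transfected with pcDNA-ETO2. The conditions were taken from the sample labels and the paper's methods. Both arrays were on the same slide, so slide is not a difference between them, and array and condition cannot be told apart. The detector gain recorded by the scanner was 40 for pcDNA and 41 for pcDNA-ETO2. The ETO2 knockdown arrays and the RT-PCR measurements were not analysed here.
The deposited scanner files hold spot intensity values as scanned, with no background subtracted and no scaling. The deposited value table holds intensity values that the authors made from the same arrays by subtracting a background value and adjusting to an average of 25. Its median was 25 on both arrays, its scale is linear, and no centring of miRNAs was found. Which background was subtracted and which rule left miRNAs without a value are not given in the sources used here. Several backgrounds (blank or negative control spots, with and without trimming, and local background) were set against the value table after the files were seen, and none gave its low values exactly. The blank spots with 5% trimmed at each end were then used. Scanner-based signals differed from the value table by a median of 3.21% (pcDNA) and 2.44% (pcDNA-ETO2) above a signal of 100, and by 15.4% and 12.5% below. All miRNAs of the table were matched by identifier to the probes of the scanner files.
For each miRNA the mean of the median pixel intensity of its 2 spots was reduced by the mean of 480 blank spots (532 before trimming) and scaled to a median of 25 over the miRNAs that the value table lists on that array. Of the 720 miRNAs listed on both arrays, 7 had no positive signal on both in the scanner files and 713 were compared. A miRNA was called upregulated above a ratio of 1.5 and downregulated below its inverse, as in the paper, and the expression cutoff was a signal >100 on both arrays. With 1 array per condition there is no p-value and no error between replicates. The spread between the 2 spots of a miRNA is technical error within an array, and the correlation of the log2 signals of these spots was 0.89 and 0.94. The depth of an array was taken as the signal over background. The mean of the blank spots plus 2 SD corresponds to a normalized signal of 13.3 on the pcDNA array and 10.0 on the pcDNA-ETO2 array.
The rule for the miRNAs named in the text was set before the data were examined, but after the values in Suppl. Tables 1 and 2 had been seen. It takes every miRNA the paper names, the 10 largest and 10 smallest ratios among miRNAs with signals >100, the 5 brightest, and members of 19 lists (families, clusters, erythroid and other blood cell miRNAs, entries that match other small RNAs, star strands, and the miRNAs lowered by the knockdown), given as groups. For a list of at least 3 compared members, the median log2 ratio was given as its percentile among 10000 random lists of the same size matched on mean log2 signal in 10 bins, as a description of these 2 arrays. Where a miRNA was listed on 1 array alone, a lower bound of its fold was formed against the higher of its own signal on the other array and the background limit there, the blank mean plus 2 SD. This limit was chosen after the results were seen. The bound leaves out the noise of the signals, so a true fold can lie below it. Positions of miRNA genes next to each other were taken from GRCh38.p14, since the files name no build.
Alternatives set before the data were examined covered the scaling (same median, same 75th percentile, quantile or loess over the miRNAs listed on both arrays, the spike controls, none), the background (normexp with offset 50), the detection rule, the expression cutoff (50 and 200 on both arrays, 1 array, the mean), the fold (1.4 and 2) and the value table. The mean of 25, the mean over pixels and local background were added after the data were seen. The loess used a span of 0.4. The steps were tested on simulated arrays in which 200 miRNAs were changed, as many raised as lowered, and the others were not. These arrays were scaled to the same median over the shared miRNAs, and listing was set by the signal over background. The rates that follow therefore do not cover the calls under the median of 25 per array. In all, 468 miRNAs could be compared. Of 35 compared miRNAs changed 2-fold, 77.1% were called, of 38 changed 4-fold, 100%, and of 395 unchanged ones 4.81% were called. Listing there required a signal above the blank mean plus 2 SD. In the data 713 miRNAs were compared, and 544 lay above that limit on both arrays. The simulated noise was that of spots alone, without variation between cultures. The rates therefore cover neither dimmer miRNAs nor such variation. The tools were Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1 for normexp.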

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

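All tests in this part were chosen after the results were seen, except the alternatives named in the processing summary.
The paper does not report on the spike control spots. After scaling to a median of 25 per array, Spike Control 1 had a ratio of pcDNA-ETO2 over pcDNA of 0.710 and Spike Control 2 of 0.718, each over 8 spots per array. Before scaling the ratios were 1.04 and 1.06, with signals of 7283 (SD 354.8) and 7609 (SD 118.9) for the first and 5202 (SD 1088) and 5496 (SD 257.1) for the second. At which step the spike controls were added is not given in the sources used here.
Supplementary Table 1 holds no miRNA listed on 1 array alone. The pcDNA-ETO2 array alone listed 174 miRNAs, of which 6 were at least 1.5-fold higher there, taken against the background limit of the other array. The pcDNA array alone listed 71, of which 9 were at least 1.5-fold higher there. Besides miR-21*, let-7b was the other one listed above 25, with a signal of 38.6 (26.1 in the authors' value table). Against the same limit let-7b was 2.90-fold higher with ETO2. It was named after its values were seen.
Among miRNAs with signals >100, far more were upregulated than downregulated. At most 12.3% of the changed miRNAs were lower under normexp, the mean over pixels or local background, so the split did not turn. All of these kept the scaling to a median of 25 per array. The mean over pixels also kept the blank spots as background. The miRNAs >100 numbered 80 with normexp and 105 with local background, against 159. Background subtraction apart from that scaling was therefore not tested as a cause. The median of 25 was set over 103 more miRNAs on the pcDNA-ETO2 array than on the pcDNA array. With the same median over the shared miRNAs the median log2 ratio of all compared miRNAs went from 0.31 to 0.01. That scaling fixes this median whatever the cause of the upward shift. The drop therefore does not show that the unequal sets caused it. Why more miRNAs were listed with ETO2 stays open. Of the changed miRNAs with signals >100, 72.2% were then lower. That scaling itself brings the median ratio close to 1, so the share decides nothing, and the median of 25 also fixes a level on each array. A test of the detector gain was run first and set aside, because scaling each array removes any single factor. More miRNA with ETO2 stays open as the biological explanation. Relative to the spike controls the median log2 ratio of miRNAs with signals >100 was 0.90, but with 1 RNA sample per condition the amount of RNA used and its miRNA content cannot be told apart.
The main strands of the miR-17-92 cluster lay below other miRNAs. Their median log2 ratio differed from the median of all compared miRNAs by -0.81, a difference that a common scaling factor leaves as it is. It was -0.56 after loess, -0.42 after quantile normalization and -0.23 with normexp. Loss of linearity in bright spots stays open. Of 8 other entries at least as bright on the pcDNA array as the 4 brighter members, 5 were lower and 3 higher. Their median log2 ratio was -0.20 (SD 0.49), against -0.55 for the 4 members, a difference within that SD. A first test, over 15 other entries at least as bright as the dimmest member, had a median of 0.15, and 11 of them lay above every member. It was replaced after its result was seen, because it set the brighter members against dimmer entries. Cross-hybridisation among miRNAs that share the seed of miR-17 would not cover miR-18a, miR-19a, miR-19b and miR-92a, which have other seeds. The highest log2 ratio of these was -0.31. Cross-hybridisation by similarity over the whole probe was not tested, because no sequences were used here. An effect of ETO2 on the cluster and a difference between the 2 cultures that is unrelated to ETO2 both stay open, and neither was tested.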

How the results depend on the processing

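The mean of 25, the mean over pixels and local background were chosen after the results were seen, and the other alternatives before. The upregulation of miR-21, miR-29b, let-7e and miR-125a-5p and the downregulation of miR-19b-1* and miR-7 kept their direction and stayed past 1.5-fold under all 11 alternatives run for single miRNAs. No miRNA run through them that had passed 1.5-fold changed sign. The counts did not keep their balance. In the order of all upregulated, all downregulated, upregulated >100, downregulated >100 and the downregulated percentage of the last pair, the values were 109, 142, 10, 26 and 72.2% with the same median over the shared miRNAs, 74, 197, 1, 31 and 96.9% with the same 75th percentile, 109, 128, 13, 22 and 62.9% after quantile normalization, 123, 121, 12, 18 and 60.0% after loess, 475, 32, 114, 2 and 1.72% without scaling, and 446, 36, 108, 3 and 2.70% after scaling to the spike controls. At 2-fold they were 80, 39, 1, 3 and 75%. With normexp, 97 were upregulated and 2 downregulated, and 0 (0%) of those >100 were downregulated. With local background these were 121, 10 and 0 (0%). With the mean of 25, 14 were upregulated and 0 (0%) downregulated at >100. With the mean over pixels, 8 were downregulated at >100. All downregulated miRNAs numbered 158 with no filter beyond a positive signal, 33 with a signal of at least 10, 33 above the blank spots plus 2 SD, and 52 in the value table. At >100, 77 were upregulated with the cutoff on at least 1 array and 84 with a cutoff of 50, 1 (2.94%) was downregulated with a cutoff of 200, and 14 at 1.4-fold. The cause was not tested.
The median log2 ratio of the star strands turned to -0.19, -0.37, -0.16 and -0.077 with the same median, the same 75th percentile, quantile normalization and loess. Without scaling, that of the entries matching other small RNAs turned to 0.25, that of the miR-106a-363 cluster to 0.044 and that of the miR-17-92 main strands to 0.055. The entries matching other small RNAs were at 0.18 with the spike controls and 0.087 with normexp. A median of the spots was not run, since with 2 spots it equals the mean. No paired analysis was possible because each condition has 1 array. Signals near the blank spots limit the calls at low signal, where the 2 spots of a miRNA often differed >1.5-fold.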

Differences from the paper's values

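The paper reports 51 repressed miRNAs (>1.5-fold), and 79 were downregulated here. Among the alternatives set before the data were examined, the value came within 1.5 times of the paper's with the value table (52), after scaling to the spike controls (36) and at 2-fold (39). It did not with the same median (142), the same 75th percentile (197), quantile normalization (128), loess (121), no scaling (32), normexp (2), no filter beyond a positive signal (158), a signal of at least 10 (33), the blank spots plus 2 SD (33), a floor for miRNAs listed on 1 array (90) or 1.4-fold (94).
The paper's 182 upregulated miRNAs and its 7.0% downregulated at the cutoff >100 were within 1.5 times of the values here, 231 and 9.26%. The value table gave 175 and 8.77%, and 7.14% were downregulated with the mean of both arrays above the cutoff.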

Other observations

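Values are given here for several miRNA groups that the paper does not discuss. The groups were fixed before the data were examined, but after the values in Suppl. Tables 1 and 2 had been seen. The class of late-numbered entries was chosen with its tests after the results were seen. All 5 members of the miR-23/27/24 clusters were higher with ETO2 (3 of 5 with the same 75th percentile over the shared miRNAs), 2 of them >1.5-fold, namely miR-27a and miR-23a, and miR-27b had a ratio of 1.49. None passed 1.5-fold under the 4 scalings over shared miRNAs, 1 did in the value table, 4 with normexp, and all 5 without scaling and with the spike controls. Their median log2 ratio of 0.58 was at percentile 75 of random lists, so it was not set apart from other miRNAs of such signal. In the miR-30 family all 5 were higher (4 with the same median over the shared miRNAs, 3 with the same 75th percentile), with miR-30a at 2.07-fold (spot ratios 1.56 to 2.71) past the threshold beside miR-30d, and the median was 0.51 (percentile 62.6). None passed with the same 75th percentile, 1 with the same median and in the value table, and all 5 without scaling and with the spike controls. In the miR-15/16 family miR-195, near background at signals of 3.47 and 18.9, was the 1 of 5 that passed. The median was 0.44 (percentile 51.5), and it was 0.14 with the same median and -0.05 with the same 75th percentile over the shared miRNAs and 0.99 without scaling. The miR-181 family, which acts in lymphoid differentiation, was lower in all 4 members, and in 2 of 4 without scaling. miR-181a (1.59-fold lower) and miR-181d, near background with ETO2, passed 1.5-fold. In the value table miR-181b (ratio 0.643) passed and miR-181a (0.726) did not, and miR-181c was higher (1.14). The median of -0.61 (percentile 0.19) shrank to -0.05 without scaling, -0.12 with the spike controls and -0.15 with normexp, where none passed. In the miR-106a-363 cluster, a paralog of miR-17-92, 2 of 7 were downregulated, namely the dim miR-363* and miR-363, which was not above background with ETO2. None was in the value table, and 5 were with the same median over the shared miRNAs. The median was -0.51 (percentile 0.47) and turned to 0.04 without scaling. In the miR-106b-25 cluster miR-93 had a ratio of 0.679 (0.581 to 0.785), miR-93* passed 1.5-fold near background, and the median was -0.08 (percentile 12.6) and 0.48 without scaling. The miR-320 and miR-378 families had 1 of 8 past 1.5-fold (miR-378b, at signals of 19.8 and 30.6), miR-378c at a ratio of 1.06 and a median of 0.05 (percentile 5.39), which was -0.24 with the same median over the shared miRNAs and 0.61 without scaling, where 5 passed.
Of 13 myeloid, lymphoid and megakaryocytic miRNAs that could be compared, 4 were upregulated and 1 downregulated. The upregulated ones were miR-146b-5p, miR-196a (1.86-fold, spot ratios 1.14 to 2.81), and miR-10a and miR-100, which were not above background with pcDNA. The downregulated one was miR-34a, 1.83-fold lower (1.52 to 2.21) at signals of 80.7 and 44.2, named after its values were seen. The median was 0.12 (percentile 25.1), and it was -0.18 with the same median over the shared miRNAs, with 4 upregulated and 2 downregulated, and 0.67 without scaling, with 8 and 0. Of 13 entries that match fragments of other small RNAs, 5 were upregulated and 2 downregulated. The largest ratios were those of miR-1973, miR-1246 and miR-3656 (1.63, 1.60 to 1.66), and miR-3676 and miR-1280 were the downregulated ones. The median was -0.30 (percentile 2.27), with the opposite sign under 3 of 15 alternatives. With the same median over the shared miRNAs 1 was upregulated and 7 downregulated, against 6 and 0 both without scaling and with the spike controls. Of 105 star strands compared, 22 were upregulated and 20 downregulated, with a median of 0.11 (percentile 1.76) that turned negative under 4 scalings. The counts were 10 and 30 with the same median over the shared miRNAs, 53 and 11 with the spike controls and 57 and 9 without scaling. Those with the largest absolute log2 ratios, the lower miR-15a* and miR-3681* and the higher miR-449c*, were not above background on at least 1 array.
The miRNAs that the paper's knockdown table lists as lowered were looked up on the overexpression arrays, as a list the study chose on other samples. Of 83 that could be compared, 26 were upregulated, 4 downregulated and 53 neither. Independent lists of these sizes would share 26.9 and 9.20. Their median was 0.27 (percentile 3.57). It turned to -0.03, -0.22, -0.08 and -0.09 with the same median, the same 75th percentile, quantile normalization and loess over the shared miRNAs. With the same median 11 were upregulated and 13 downregulated, against 56 and 1 without scaling and 51 and 1 with the spike controls. miR-29b, miR-939 (2.18-fold) and miR-499-5p (2.17-fold) were higher with ETO2, and miR-7 was lower. At signals >100, 16 of 29 were higher and 13 lower.
A hypothesis found in these data is that entries with late miRBase numbers are a class of their own. The median log2 ratio of the 358 compared entries numbered 600 or higher was 0.51, against 0.24 to 0.35 for the central 95% of 10000 matched random lists, and its percentile was 100. Since the class was chosen after the values were seen, this restates the pattern and is no test of it. With normexp the class median was 0.16. That was 0.04 above the median of all compared miRNAs, against 0.20 above it under the median of 25. At signals >100 the median was 0.59 for 74 late-numbered entries, of which 38 were upregulated, and 0.11 for 85 others, of which 11 were. The entries of the class with the largest absolute log2 ratios, the lower miR-3123 and the higher miR-1253, were not above background on at least 1 array. At signals >100 a signal-dependent bias is argued against, since after loess the medians of the 2 classes there still differed by 0.53. A candidate explanation that stays open is the base composition of the probes, which was not tested because no sequences were used here. A biological difference between the classes stays open too.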
